A study of Mus musculus with 743 samples. Its data were reported in "Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT)" (2021).

How the data were processed

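Single SCs from mouse sciatic nerve at postnatal day 1 were sorted for eYFP into 2 plates and sequenced with the Smart-seq2 protocol. According to the methods of the study, the authors mapped the reads with STAR to an Ensembl annotation and counted them per gene with featureCounts. The assembly named there is a human one, while every gene ID in the deposited table is a mouse ID. Strand use in counting is not stated, so genes that overlap on either strand are treated as uncertain. The deposited values are raw counts of reads per gene and cell, with no molecular identifiers and no normalisation. Whether wells had been left out before is not stated, and other wells of the plates were not analysed here. The table held 25700 genes and 743 wells, and 0 of its columns were without a sample. Of its genes, 9528 had no read in any well. Gene symbols were taken from GENCODE M21, where 25587 of the 25700 IDs matched, and 16 IDs that shared a symbol kept their ID.

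The plate, each with its own pool of mice, was the replicate (n = 2). The titles of the samples gave the plate of each well. Wells with at least 1500 detected genes were kept, as in the study, leaving 621 cells and setting aside 122 wells. Cells were sorted 1 per well and no doublet caller was run.

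Clustering followed the settings of the study in Seurat 5.3.0. Counts were scaled to 100000 per cell and log-transformed, variable genes had a mean between 0.1 and 8 and a dispersion of at least 1, and 7 principal components of the 1994 variable genes entered a shared-neighbour graph (k = 30) at resolution 0.4. The 10 marker genes of the study were left out of the variable genes, so that they could be compared between classes. Clusters were named from marker lists fixed before the data were examined. A name needed at least 3 markers 2-fold above the other cells and 1 marker among the 10 leading genes; this scoring was set after the data were seen. The lists were Cdk1, Ccnb1, Birc5, Tpx2, Cenpf, Nusap1 and Ccna2 for prol. SC-like cells, Sox2, Gap43, Cdh2, Chl1 and Nes for immature SCs, and Egr2, Pmp22, Prx, Mag, Mal, Pllp, Drp2, Cldn19, Fa2h and Gldn for pmSC-like cells. Lists of SC markers (Sox10, S100b and Erbb3 as used here), of markers of other nerve cells and of 8 dissociation response genes (Fos, Fosb, Junb, Egr1, Atf3, Ier2, Hspa1a, Hspa1b) were fixed at the same time. Differences in cell numbers from the study can come from these rebuilt names.

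Cells are not replicates. Counts were therefore summed per plate and class and tested with edgeR 4.0.16 (TMM scaling, filterByExpr, robust glmQLFit and glmQLFTest), with no plate term in the main model. Standard errors are the absolute log2 fold change over the square root of F. P-values were adjusted by the Benjamini-Hochberg method. CPM values are the reads of a gene scaled to a total of 1000000 per sum, computed from the deposited counts and not corrected for gene length. For genome-wide counts, genes outside the marker panel were divided at random into 2 sets. Classes from one set were used to test the other, and all p-values were adjusted together. With these sets, 603 and 613 of the 621 cells kept the class of the full clustering. Genes named in the text were chosen by a rule fixed at the same time as the marker lists. They are the panel, the 3 genes with the largest log2 fold change in each direction of each cross-fitted contrast (adjusted p under 0.05, same direction on both plates, at least 50 CPM in the higher class), and the 3 genes with the largest ratio in each direction between plates.

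Sums of one plate come from the same mice. The deviations between plates correlated across 3716 genes with r of 0.262, 0.209 and 0.176 for the 3 pairs of classes, so a model with the plate as a block was an alternative. The other alternatives were DESeq2 1.42.0, no filter on low counts, limma 3.58.1 on log2(mean CPM + 1), thinning to 50000 or 100000 reads, cells of at least 1000 or 2500 genes, resolution 0.3 or 0.6, 10 or 15 principal components, Ward clustering, the panel kept in the clustering, another seed, no cross-fitting, other read minimums for markers and for Y-linked genes, a pseudocount of 10 CPM and each plate left out. With 1 plate left, the value is a ratio with no test. The DESeq2 and limma alternatives use the same low-count filter as edgeR, which was set after a first run of both without it.

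The steps were tested on simulated data. Sums were drawn from the real means, pooled over all classes, and from dispersions estimated by edgeR, with 200 of 13357 genes changed. The sums of a plate were drawn independently. This setting follows edgeR's model, which may favour that tool. In the comparison of the pmSC-like class with cluster 0, edgeR called 63 genes, of which 57 were changed ones. DESeq2 called 215, of which 93 were changed ones, and limma called 44, of which 43 were. A shuffled population of 373 cells with no classes gave 0 calls with cross-fitting and 0 without, so this simulation showed no gain from cross-fitting.

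Sequencing depth gave a floor of 3 reads over a class. In cluster 0 as formed for cross-fitting this was 0.00941 CPM, or 0.0096 CPM for Ankle1, which was tested in the classes from the other gene set. Exact 95% binomial intervals and floors cover counting error only, since reads from amplified cDNA are not independent molecules. Of the genes planned for the sexes, Xist was not analysed here. The authors' annotation of single cells was not used here. For 2 of the genes planned, values of their own are not reported here, and the list of SC markers was shortened accordingly after the data were seen.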

Results

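Transcripts of single Schwann cells (SCs), the glial cells that accompany the axons of peripheral nerves, were counted in cells from the sciatic nerve of mice at postnatal day 1. The cells carried the yellow fluorescent protein eYFP, switched on by Cre recombinase, and were sorted by fluorescence into the wells of 2 plates. Each plate received cells from its own pool of male and female mice, so the plate is the replicate (n = 2) and the 743 wells are not. All wells belong to 1 group. Libraries were made with the Smart-seq2 protocol, which reads full-length transcripts and has no molecular identifiers.

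Plate 1 held 370 wells and 276327564 counted reads, and plate 2 held 373 wells and 274141117 reads. The median was 814853 reads per well on plate 1 and 740997 on plate 2. Single wells ranged from 36 to 2291613 reads. At least 1500 genes were detected in 287 wells of plate 1 (77.6%) and in 334 wells of plate 2 (89.5%), and these 621 cells entered the comparisons. Their median was 928401 reads and 3005 genes on plate 1, and 791057 reads and 2956 genes on plate 2. Wells under the minimum were unevenly spread over plate 1, where 24 of the 27 wells in columns 11 and 12 and 29 of the 44 wells in rows A and P fell below it, areas that overlap where they cross, as did 6 of 10 wells in column 24. On plate 2, 7 of 11 wells in column 8 fell below it.

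**Figure D1:**
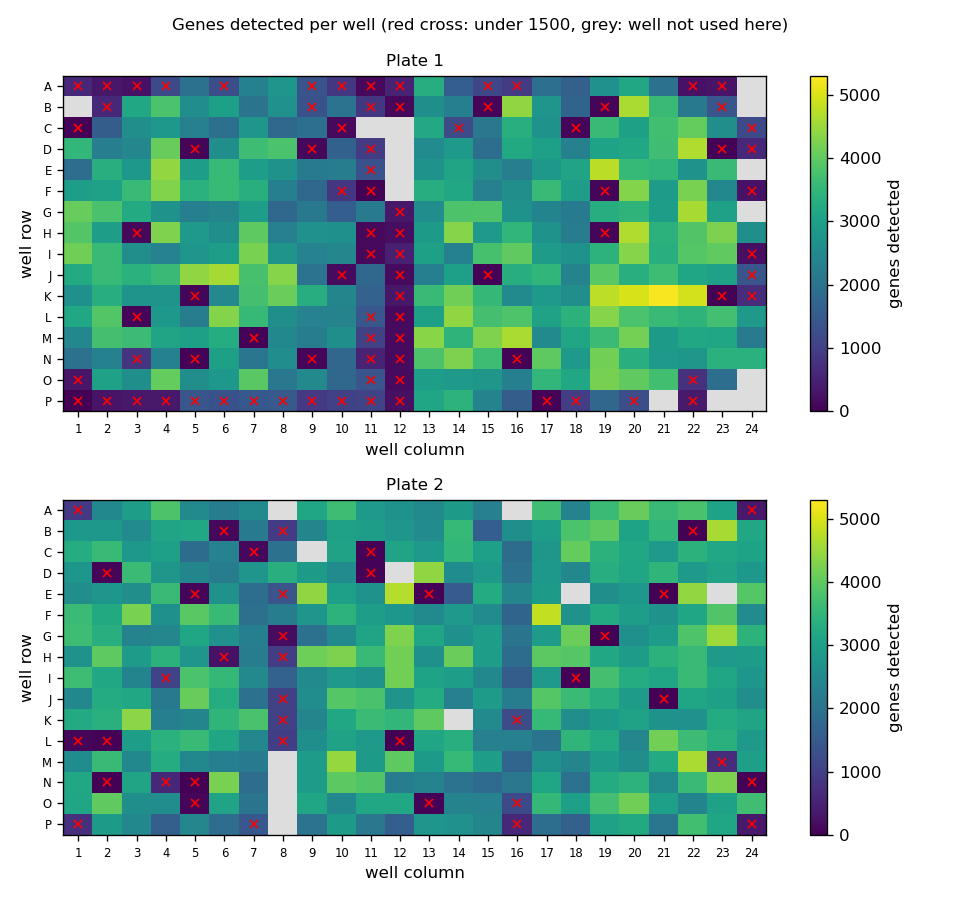
Number of genes detected in each well of plate 1 (top) and plate 2 (bottom), by well row and column, with red crosses on wells under 1500 genes and grey for positions not used here. On plate 1, 83 of 370 wells lie under the minimum, 24 of them in columns 11 and 12, against 39 of 373 wells on plate 2.

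The first question was whether the sort had selected SCs. At least 1 read of Sox10, S100b or Erbb3, 3 genes used as SC markers, was found in 97.3% ± 0.392 of cells (SD, n = 2), and in 94.3% ± 1.27 after each cell was thinned to 50000 reads. When at least 5 reads were required, the share was 94.87%. All 3 markers were detected in 40.6% ± 6.62 of cells. These shares count cells with a read, and a cell without one is not shown to lack the transcript. Sox10 took 198 ± 5.92 CPM of the plate sums, the reads of a gene scaled to a total of 1000000 per sum, and was detected in 82.4% of cells. Erbb3 took 296 ± 79 CPM and S100b 117 ± 11.7 CPM. Of the markers of other nerve cells, Pdgfra, Ptprc, Tyrobp, Acta2, Rgs5, Cdh5 and Kdr each had reads in 0 of 621 cells, which allows a share of cells with a read of up to 0.483%. Dcn was detected in 4.03% of cells. Smart-seq2 reads are not independent molecules, so the intervals and limits given here cover counting error only. The summed endothelial list (Pecam1, Cldn5, Cdh5, Kdr, Emcn) took 1.82 CPM on plate 1 and 0.881 on plate 2. The fibroblast-like list (Pdgfra, Dcn, Lum) took 27.9 and 10.7 CPM, nearly all from Dcn. The immune list (Ptprc, Cd68, Csf1r, Tyrobp) took 14 and 14.8 CPM. The mural list (Acta2, Pdgfrb, Rgs5, Cspg4) took 41.7 and 45.1 CPM, from Pdgfrb and Cspg4. Csf1r, Pdgfrb and Cspg4 were detected in 9.34%, 8.53% and 9.98% of cells.

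The second question was how alike the 2 plates were. Across the 15940 genes with a read in either plate, log2(CPM + 1) of the plate sums had a Pearson r of 0.965 and a Spearman rho of 0.954. These are correlations across genes, which are not independent replicates. With a pseudocount of 10 CPM the Pearson r was 0.977 and the number of genes over 2-fold apart, given next, fell to 26. Among the 30 nearest neighbours of a plate 1 cell, 47.5% came from plate 1, where 46.1% would follow from the numbers of cells. For plate 2 the value was 57.3%, against 53.7%. Of 3708 genes with a mean of at least 50 CPM, 49 were over 2-fold apart, 15 of them higher in plate 1 and 34 in plate 2. With 1 pool of animals per plate, these differences have no replicate check.

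The 3 genes with the largest ratio towards plate 1 were Hist1h2bf (154.7 against 6.87 CPM), Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, 146 against 37.4 CPM) and Snrnp200 (ENSMUSG00000003660, chromosome 2, 127208386 to 127240451, 109 against 32.7 CPM). Cxcl10 was detected in 22 cells of plate 1, and 3 cells held 60.5% of its reads there. For Snrnp200, 3 cells held 40.1%. Towards plate 2 they were mt-Atp6 (ENSMUSG00000064357, chromosome M, 7927 to 8607, 73.1 against 307 CPM), Hist1h2bg (29.4 against 103 CPM) and Pfas (ENSMUSG00000020899, chromosome 11, 68985697 to 69008460, 60.1 against 182 CPM). Hist1h2bf (ENSMUSG00000069268, chromosome 13, 23573736 to 23574196) and Hist1h2bg (ENSMUSG00000058385, chromosome 13, 23571396 to 23572013) belong to a family of near-identical histone genes, so the split of reads between them is uncertain. mt-Atp6 overlaps mt-Atp8 and mt-Co3 on the same strand, so its count is uncertain too, as are those of Cxcl10, which overlaps Art3 on the opposite strand, and of Pfas, which overlaps Mir3062 and Gm25819. Positions are from the GENCODE M21 annotation of the mouse build GRCm38.

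Clustering of the 621 cells, after the settings of the study and with 10 marker genes left out, gave 3 clusters. A cluster of 146 cells was called pmSC-like, for promyelinating SCs, because 9 of 10 preset myelination markers were at least 2-fold higher there than in the other cells. Another of 102 cells was called prol. SC-like, for proliferating SCs, with 7 of 7 preset proliferation markers higher by that measure. The largest cluster, of 373 cells, had 0 of 5 preset markers of immature SCs (Sox2, Gap43, Cdh2, Chl1, Nes) at 2-fold above the other cells, and its leading genes were Atf3, which belongs to a preset list of dissociation response genes, and Cxcl1. It therefore stayed unnamed and is called cluster 0. The other cells in this rule included the prol. SC-like class, where summed reads of Chl1, Cdh2 and Sox2 were at 200, 37.4 and 71.0 CPM. Against the pmSC-like class alone, cluster 0 was higher for Chl1 (171 against 15.6 CPM), Cdh2 (27.0 against 3.06) and Sox2 (26.3 against 11.9). Gap43 was low in both (0.797 against 0.581), and Nes was lower in cluster 0 (53.0 against 178). Comparisons set out against immature SCs were made against cluster 0.

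Cluster 0 held 59.9% ± 2.93 of cells (SD, n = 2), the pmSC-like class 23.7% ± 2.53 and the prol. SC-like class 16.5% ± 0.394. On plate 1 the shares were 57.8% (exact 95% binomial interval 51.9 to 63.6%), 25.4% (20.5 to 30.9%) and 16.7% (12.6 to 21.6%). On plate 2 they were 62.0% (56.5 to 67.2%), 21.9% (17.5 to 26.7%) and 16.2% (12.4 to 20.6%). The intervals of the plates overlapped in each class. Ward clustering moved the shares most, to 65.1% for cluster 0 and 18.2% for the pmSC-like class.

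The median number of genes per cell was 2814 ± 6.72 in cluster 0 (SD, n = 2), 3485 ± 166 in the pmSC-like class and 3451 ± 61.5 in the prol. SC-like class. The plates' median depths averaged 873407, 891254 and 814340 reads per cell. After thinning to 50000 reads, which left out 5 cells, the medians were 2373 ± 44.9, 2952 ± 6.36 and 2857 ± 117. Cluster 0 was below the other classes on both plates and at both depths. With all reads and at 50000 reads, the difference between the pmSC-like and prol. SC-like classes was no larger than the larger of their SDs. At 100000 reads, which left out 27 cells, it was larger, with medians of 3138 ± 61.5 and 3065 ± 31.1.

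**Figure D2:**
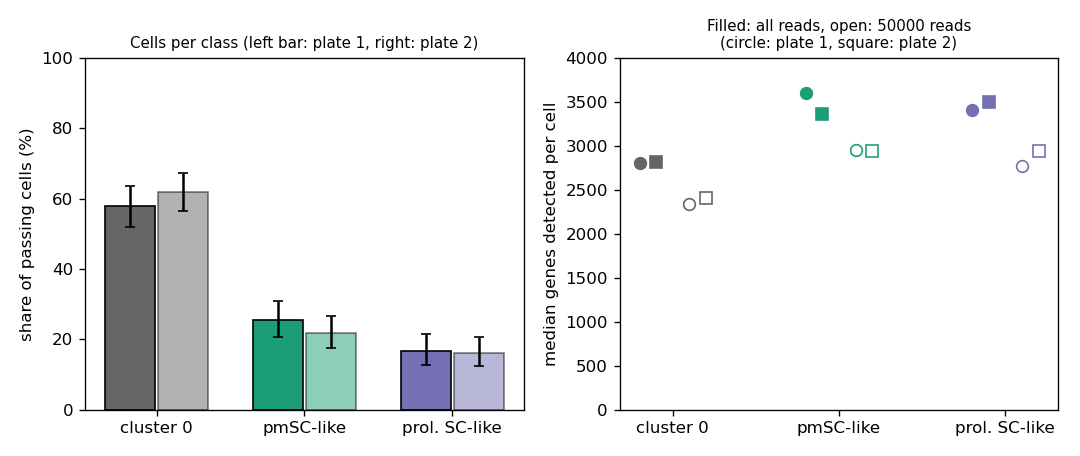
Left, share of passing cells in each class on plate 1 (dark bars) and plate 2 (light bars) with exact 95% binomial intervals; right, median genes detected per cell on plate 1 (circles) and plate 2 (squares), from all reads (filled) and at 50000 reads per cell (open). Cluster 0 has 2814 genes on average over the plates against 3485 and 3451 in the other classes.

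The next comparison asked whether the marker genes of the study differed between classes that had been formed without them. Reads were summed per plate and class, giving 6 sums of 40831128 to 166062359 reads, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the pmSC-like class and cluster 0, 9 of the 10 genes differed when adjusted over the list alone, and 6 when adjusted over all 13357 genes tested. The study describes the same genes in these same cells, so the count over the list is not independent evidence. Each of the 9 genes had the same direction on both plates. Both plates entered the test, so agreement in direction, here and below, is no independent check. The count over the list was 7 with cells of at least 1000 genes, the setting that moved it most.

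Mbp (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637) took 7254 CPM ± 381 (SD, n = 2) in the pmSC-like class, against 2065 ± 253 in cluster 0, a log2 fold change of 1.88 (SE 0.187, edgeR adjusted p over the list 2.71e-05). Ncmap (ENSMUSG00000043924, chromosome 4, 135369576 to 135398227) took 1217 ± 15.8 against 1.39 ± 1.90 CPM and was detected in 84.3% against 2.65% of cells. Its adjusted p was 0.00239 over the list and 0.0796 over all genes (edgeR). Cluster 0 held 7 reads of Ncmap on plate 1 and 455 on plate 2. The log2 ratio of Ncmap was 14.57 on plate 1 alone and 8.78 on plate 2 alone. Cdkn1c (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050) took 1749 ± 544 against 397.8 ± 117 CPM, a log2 fold change of 2.20 (edgeR adjusted p 0.000109). Pou3f1 (ENSMUSG00000090125, chromosome 4, 124656807 to 124660655) took 206 ± 33.1 against 132 ± 20.8 CPM, with an edgeR adjusted p of 0.0398 over the list and 0.401 over all genes. Its call was lost with cells of at least 1000 genes in edgeR (adjusted p 0.0559) and with limma on mean CPM (adjusted p 0.0536), in a range of 0.0147 to 0.0559 over the alternatives.

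Genes lower in the pmSC-like class included Ncam1 (ENSMUSG00000039542, chromosome 9, 49502136 to 49798925), at 186 ± 17 against 505.5 ± 91.6 CPM (log2 fold change -1.38, SE 0.211, edgeR adjusted p 0.000299). L1cam (ENSMUSG00000031391, chromosome X, 73853778 to 73896105) was at 1.22 ± 0.518 against 55.0 ± 14.2 CPM (log2 fold change -5.43, SE 0.669, edgeR adjusted p 9.72e-05). Its call was lost with cells of at least 1000 genes (log2 fold change -3.0, edgeR adjusted p 0.0902), in a range of 7.02e-19 to 0.0902 over the alternatives. Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735) was at 0.259 ± 0.366 against 55.2 ± 10.1 CPM (log2 fold change -7.66, SE 1.52, edgeR adjusted p 0.00141 over the list and 0.0539 over all genes), with all 34 reads of the pmSC-like class on plate 1. On plate 1 alone its log2 ratio was -6.89. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) had 2 reads in the pmSC-like sums, both on plate 1, and 2064 in cluster 0. The ratio was 423 with a 95% counting interval of 117 to 3490 (edgeR adjusted p 1.05e-05). It rests on few cells, since Mki67 was detected in 3.32% of cells of cluster 0. Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) did not differ (edgeR adjusted p 0.795), with 1 read on plate 1 and 670 on plate 2 in the pmSC-like class. L1cam overlaps Arhgap4 and Top2a overlaps Gm23451 on the same strand in the annotation, so their counts are uncertain. Mki67, Top2a, Ncam1, L1cam, Pou3f1, Cdkn1c, Mbp and Ncmap overlap an annotated gene on the opposite strand, and whether counting used the strand is not stated.

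Between the prol. SC-like class and cluster 0, 3 of the 10 genes differed when adjusted over the list alone and 1 over all genes, each in the same direction on both plates. Under Ward clustering 7 genes differed over the list, the largest change. Mki67 took 836 ± 394 against 6.59 ± 0.885 CPM (log2 fold change 7.14, SE 0.529, edgeR adjusted p 8.55e-06 over the list) and was detected in 94.3% against 3.32% of cells. Top2a took 875 ± 158 against 4.11 ± 0.657 CPM (log2 fold change 7.88, SE 2.08, edgeR adjusted p 0.0432 over the list and 0.253 over all genes), and its call was lost with no filter on low counts (adjusted p 0.124, range 1.33e-05 to 0.124 over the alternatives). Pou3f1 was lower, at 64.9 ± 9.25 CPM (log2 fold change -0.89, SE 0.279, edgeR adjusted p 0.0432). This call was lost with 10 and 15 principal components (adjusted p 0.0631 and 0.0786, range 0.00469 to 0.0786 over the alternatives). Ngfr, Ncam1 and L1cam, the markers of immature SCs in the study, did not differ, with edgeR adjusted p of 0.947, 0.0942 and 0.232, except that Ncam1 was called under Ward clustering (log2 fold change 0.52, edgeR adjusted p 0.0499, range 0.0499 to 0.173 over the alternatives). Ngfr took 47.4 ± 6.93 CPM in the prol. SC-like class and 55.2 ± 10.1 in cluster 0. The study describes its markers as enriched in a cluster but not restricted to it. In its data on whole nerves at this age, it reports Ncam1 and Ngfr in both immature and proliferating SCs. Cdkn1c passed the threshold over the list under 4 alternatives. Among them were the plate as a block in the edgeR model (adjusted p 0.0125), where the count was 5, no filter on low counts (edgeR adjusted p 0.0388) and Ward clustering (edgeR adjusted p 0.00556). Over all alternatives its adjusted p ranged from 0.00556 to 0.11.

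**Figure D3:**
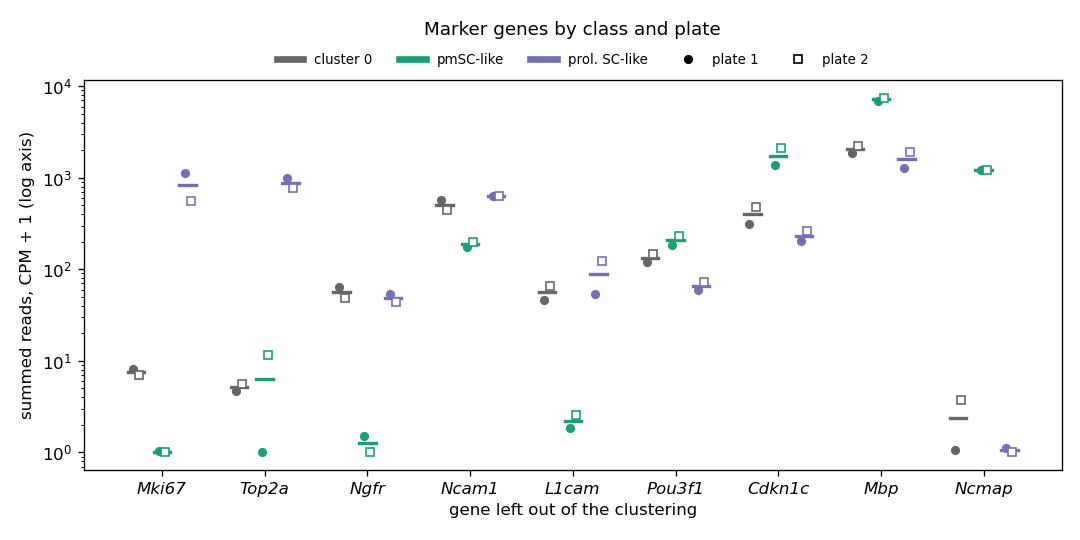
Summed reads of 9 of the 10 genes left out of the clustering, as CPM + 1 on a log axis, in each class on plate 1 (circles) and plate 2 (squares), with a bar at the mean of the plates. Ncmap lies at 1217 CPM in the pmSC-like class and at 1.39 in cluster 0, and Mki67 at 836 CPM in the prol. SC-like class and 6.59 in cluster 0.

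Genome-wide differences were counted with cross-fitting, in which classes formed from a random selection of genes were used only to test the genes left out of it. Between the pmSC-like class and cluster 0, 215 of 13344 genes differed at an edgeR adjusted p under 0.05, of which 62 were higher and 153 lower in the pmSC-like class. Every one of the 215 had the same direction on both plates, and 209 were over 2-fold apart on both. Between the prol. SC-like class and cluster 0, 134 genes differed, 117 higher and 17 lower in the prol. SC-like class, all in the same direction and over 2-fold apart on both plates. All these genes were called from the same 2 plates, so the agreement between plates is no independent check. DESeq2 moved the counts of genes most, to 956 and 883. For the prol. SC-like class the share of calls that were higher was 87.3% with edgeR and 57.1% with DESeq2. Sums were simulated with edgeR's own dispersions and 200 changed genes among 13357. There edgeR called 28.5% of the changed genes, and 9.52% of its calls were unchanged genes. For DESeq2 these values were 46.5% and 56.7%, in a setting that may favour edgeR.

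The 3 genes with the largest rise in the pmSC-like class against cluster 0 were Gldn, Ecscr and Emid1. Gldn (ENSMUSG00000046167, chromosome 9, 54286486 to 54341786) took 64.1 ± 5.71 CPM (SD, n = 2) and had no read in cluster 0 as formed for this test. It belonged to the marker list that gave the pmSC-like class its name, and in the classes from all variable genes cluster 0 held 1 of its reads. It was at least 6850-fold higher against a floor of 3 reads over that class (edgeR adjusted p 0.0054). Ecscr (ENSMUSG00000073599, chromosome 18, 35713086 to 35722356) took 61.1 ± 13.7 CPM against 3 reads in cluster 0, a ratio of 6420 with a counting interval of 2200 to 31100 (edgeR adjusted p 0.00697). Emid1 (ENSMUSG00000034164, chromosome 11, 5106265 to 5152257) took 399 ± 35.8 against 4.04 ± 1.84 CPM (log2 fold change 6.69, SE 0.544, edgeR adjusted p 0.00108). The calls of Gldn and Emid1 were lost under Ward clustering (log2 fold changes 4.21 and 5.92, edgeR adjusted p 0.58 and 0.143), and that of Emid1 also with cells of at least 2500 genes (edgeR adjusted p 0.141). Over the alternatives the adjusted p of Gldn ranged from 1.84e-19 to 0.58 and that of Emid1 from 2.08e-45 to 0.143. The reads of Ecscr in cluster 0 were all on plate 2, where its log2 ratio was 11.22.

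The 3 genes with the largest fall were Scn7a, Emp1 and Ccnb2. Scn7a (ENSMUSG00000034810, chromosome 2, 66673425 to 66784914) took 103 ± 17.1 CPM in cluster 0 and no read in the pmSC-like class, at least 4330-fold lower (edgeR adjusted p 0.000524). This call was lost with 10 or 15 principal components, with another seed and without cross-fitting, where the edgeR adjusted p was 0.305, 0.285, 0.326 and 0.052 (range 1e-20 to 0.326 over the alternatives) and the log2 fold change lay between -5.29 and -7.65. Emp1 (ENSMUSG00000030208, chromosome 6, 135362545 to 135383173) took 72.6 ± 4.09 CPM in cluster 0 against 0.0532 ± 0.0752 (log2 fold change -10.31, SE 1.05, edgeR adjusted p 0.00299), with a log2 ratio of -9.37 on plate 1 and no read in the pmSC-like class on plate 2. Ccnb2 (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547) took 60.1 ± 35.4 against 0.139 ± 0.132 CPM (log2 fold change -8.70, SE 0.718, edgeR adjusted p 0.00108), with log2 ratios of -10.64 and -7.19.

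In the prol. SC-like class the largest rises were in Hmmr, Arhgef39 and Ankle1, each with no read in cluster 0 as formed for this test. Hmmr (ENSMUSG00000020330, chromosome 11, 40701395 to 40733422) took 155 ± 26.7 CPM, at least 16600-fold higher (edgeR adjusted p 0.000953). With cells of at least 2500 genes and under Ward clustering its fitted log2 fold change was lower than this bound, at 11.31 and 12.06. Arhgef39 (ENSMUSG00000051517, chromosome 4, 43496142 to 43499695) took 112 ± 8.87 CPM, at least 11900-fold higher (edgeR adjusted p 0.0117). Ankle1 (ENSMUSG00000046295, chromosome 8, 71406010 to 71409904) took 76.2 ± 33.3 CPM, at least 8080-fold higher (edgeR adjusted p 0.00537). The lowest log2 fold changes over the alternatives were 7.20 for Hmmr, 6.79 for Arhgef39 and 6.31 for Ankle1. These are below the bounds, which therefore do not hold under every alternative. The largest falls were in Asl, Stat3 and Mxd4. Asl (ENSMUSG00000025533, chromosome 5, 130011258 to 130029247) took 0.475 ± 0.351 against 58.0 ± 21.3 CPM (log2 fold change -6.84, SE 0.914, edgeR adjusted p 0.0124). This call was lost under Ward clustering, under another seed and without cross-fitting (edgeR adjusted p 0.0707, 0.439 and 0.447, range 6.22e-17 to 0.447 over the alternatives). Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) took 6.98 ± 0.773 against 85.2 ± 14.2 CPM (log2 fold change -3.49, SE 0.471, edgeR adjusted p 0.0126), a call lost in thinned sums (adjusted p 0.0653, range 4.83e-13 to 0.0653 over the alternatives). Mxd4 (ENSMUSG00000037235, chromosome 5, 34173883 to 34187720) took 21.9 ± 2.94 against 160 ± 7.04 CPM (log2 fold change -2.76, SE 0.311, edgeR adjusted p 0.00576). Gldn, Ecscr, Stat3 and Mxd4 overlap an annotated gene on the opposite strand.

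Each plate held cells of male and female mice. At least 5 reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together were found in 76 of 287 cells on plate 1 (26.5%, exact 95% interval 21.5 to 32.0%) and in 76 of 334 cells on plate 2 (22.8%, 18.4 to 27.6%). The mean was 24.6% ± 2.63 (SD, n = 2). With at least 1 read the mean share was 27.4%, and with at least 20 reads it was 20.2%.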

Values the study reported

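The study discarded cells with fewer than 1500 detected genes and clustered the cells of postnatal day 1 at a resolution of 0.4. It described 3 cell clusters at this age, named proliferating, immature and promyelinating SCs.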

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

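All tests in this part were chosen only after the wells under the gene minimum had been looked at. The 122 wells with fewer than 1500 genes entered no comparison, yet their 20955228 reads carried SC transcripts. Sox10, S100b and Erbb3 together took 689 CPM of these reads, against a limit of 0.143 CPM that a count of 0 allows, and 610 CPM in the passing cells. They were seen in 39 of the 122 wells, and 1 well held 24.8% of their reads. Sox10 alone was lower, at 47.9 against 198 CPM. Mbp took 3690 CPM, against 3250 in passing cells. Mki67 was at 0.573 against 142 CPM.

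On plate 1, 24 of 27 wells in columns 11 and 12 and 29 of 44 in rows A and P were under the minimum, against 34 of 303 in the remaining wells. These areas were picked from plate 1, and the same columns and rows of plate 2 had 3 of 31 and 6 of 45. Other columns stood out as well, with 6 of 10 wells in column 24 of plate 1 and 7 of 11 in column 8 of plate 2. For the 44 wells with at least 50000 reads, too few reads do not account for the low gene number: thinned to 50000 reads they had a median of 925 genes, against 2523 in passing cells. Cells of another type are also argued against for these wells as a set. Markers of other nerve cells summed to 6.93 CPM (0.12 on plate 1 and 35.5 on plate 2), below the 85.4 and 71.5 CPM of the passing cells. A read of Sox10, S100b or Erbb3 was found in 29 of these 44 wells, so the sums do not settle the type of every well. The 78 wells under 50000 reads stay open. Their median was 335 reads, so a failed reaction and a lost cell cannot be told apart, and their markers of other nerve cells, at 54.3 CPM, rest on 18 reads. An effect of well position during sorting or library preparation remains a candidate explanation and has no test of its own beyond these counts. All wells belong to 1 group of the design, so apart from cells of another type no biological explanation was tested.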

How the results depend on the processing

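The tests in this part were planned, but the low-count filter of the DESeq2 and limma tests was set, and Y-linked genes were counted without Xist, only after the data were seen. In the pmSC-like class, the count of the 10 marker genes that differed from cluster 0 over the list was 9 under every alternative with a test, except 8 with limma and 7 with cells of at least 1000 genes. In the prol. SC-like class the count of 3 rose to 5 with the replicate block, to 7 under Ward clustering and to 5 with limma on mean CPM. It was 4 at resolution 0.3 and with cells of at least 2500 genes, and fell to 2 with 10 and with 15 principal components. With the replicate block Cdkn1c passed the threshold there, as it also did with no filter on low counts and under Ward clustering. No call of the panel was lost with the replicate block. Signs changed in Top2a, Ngfr and Ncmap, each in a comparison where the gene did not differ at the settings of the report. Top2a in the pmSC-like class, at 0.425 on the log2 scale, became -0.27 with the replicate block, -0.61 in thinned sums and -1.14 with limma. On plate 1 alone, with 1 read in the pmSC-like class, it was below 0. Ngfr in the prol. SC-like class became 0.0227 under Ward clustering, and Ncmap there, at -4.40, was 1.27 on plate 1 alone, where both classes had fewer than 10 reads. In that comparison Ncmap was called at resolution 0.3 (edgeR adjusted p 0.0279), with cells of at least 2500 genes (0.011) and under Ward clustering (-9.29, edgeR adjusted p 1.91e-05), in a range of 1.91e-05 to 0.353 over the alternatives. The cause was not tested.

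The number of genes differing between the pmSC-like class and cluster 0 was 215, and became 956 with DESeq2, 431 with no filter on low counts, 328 in thinned sums and 323 with limma. For the prol. SC-like class 134 became 883, 296, 245 and 239. All 215 and all 134 genes were also called by DESeq2, in the same direction. In sums simulated with edgeR's own dispersions, 56.7% of DESeq2's calls were unchanged genes, so its larger counts may hold many false calls. That setting may favour edgeR, so the rate need not hold for the real sums. With the replicate block the counts were 264 and 148, of which 196 and 119 were shared. Another seed for the gene sets gave 186 and 128 genes, of which 170 and 116 were shared. Leaving out a replicate left 1 sum per class and no test, so the marker counts have no value there. The called genes over 2-fold apart in the called direction on a single plate numbered 211 to 212 for the pmSC-like class and 134 on each plate for the prol. SC-like class. These genes had been called with both plates, so the numbers are no independent check. With limma the median log2 fold change of all genes in the prol. SC-like comparison was -0.20, against -0.09 with edgeR, so its changes are relative to that shift. Of the values for single genes, 461 kept their direction and side of the threshold or moved within the spread, 17 lost a call, 11 gained one, 23 moved further and 4 changed sign by these measures. The 4 were 3 for Top2a and 1 for Ngfr. They do not cover every sign change given above, since that of Ncmap on plate 1 alone is not among them.

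The share of cells in the pmSC-like class became 26.2% with cells of at least 2500 genes and 18.2% under Ward clustering, which put cluster 0 at 65.1%. At resolution 0.6 cluster 0 parted, and both parts were counted as cluster 0. Genes per cell depend on depth and on the filter. In cluster 0 the median was 2771 with a minimum of 1000 genes and 3010 with a minimum of 2500, which gave 3817 in the prol. SC-like class. Thinned to 50000 reads, the medians of cluster 0, the pmSC-like and the prol. SC-like class were 2373, 2952 and 2857, and at 100000 reads 2488, 3138 and 3065. With a pseudocount of 10 CPM the Pearson r between plates was 0.977 and 26 genes were over 2-fold apart. The share of cells with a SC marker was 96.27% with a minimum of 1000 genes, 99.15% with a minimum of 2500 and 94.87% when at least 5 reads were asked for. The share with Y-linked reads was 27.4% at 1 read and 20.2% at 20 reads. Leaving out a replicate gave 57.8 to 62.0%, 21.9 to 25.4% and 16.2 to 16.7% for the 3 classes, 22.8 to 26.5% for Y-linked reads and 97.0 to 97.6% for SC markers. Shares of cells with a read also depend on depth, which was not varied for the Y-linked reads.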

Other observations

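The tests of doublets and of depth, for the parts of cluster 0 and for the dissociation response genes, were chosen only after the results had been seen, as were the comparison between those parts and that with 10 principal components. The tests of the dissociation response, of the Y-linked share and of the genes apart between plates had their outcomes set down before they were run.

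At resolution 0.6, cluster 0 parted into 220 and 153 cells, with both plates in each. Cdkn1c, which had been left out of the clustering, took 112 CPM ± 42.6 (SD, n = 2) in the larger part and 807 ± 255 in the smaller (log2 difference 2.87, SE 0.333, edgeR adjusted p 6.01e-05 over the list and 0.0407 over all genes). Pou3f1 took 74.9 ± 20.2 and 214 ± 28.0 CPM (edgeR adjusted p 0.00286 over the list and 0.25 over all genes), and L1cam 77.5 ± 21.4 and 22.7 ± 1.45 CPM. Ngfr took 81.5 ± 18.4 and 18.3 ± 1.22 CPM (edgeR adjusted p 0.116 over the list). It was lower in the smaller part on both plates, at 19.2 against 94.5 CPM on plate 1 and 17.5 against 68.5 on plate 2. With no plate term in the model, this test does not show that Ngfr was unchanged. Top2a was lower in the smaller part (edgeR adjusted p 0.025 over the list). Of the 10 genes, 6 differed when adjusted over the list alone and 1 over all genes. Mbp went the other way from the pmSC-like class, at 2350 ± 246 CPM in the larger part and 1670 ± 232 in the smaller (edgeR adjusted p 0.04 over the list). Ncmap was at 0.0218 ± 0.00241 CPM in the larger part and 3.45 ± 4.76 in the smaller (edgeR adjusted p 0.025 over the list), against 1217 in the pmSC-like class, and nearly all of it was on plate 2. With 10 principal components 94.1% of cells fell in the same part, with log2 ratios of Cdkn1c of 3.42 on plate 1 and 2.83 on plate 2, and with 15 there was 1 part.

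Doublets of cluster 0 and pmSC-like cells are argued against. The 62 genes higher in the pmSC-like class reached a median of 10.7% of the difference to that class (9.32% and 12% on the plates), where Cdkn1c reached 42.5%. Depth is argued against as well, as the median reads per cell of the smaller part were 1.39% above those of the larger (1.69% and 1.08% on the plates), far less than the difference in Cdkn1c. The dissociation response stays open. After its score was regressed from the variable genes, cluster 0 parted differently, with 69.2% of cells in the same part as before, and the log2 ratio of Cdkn1c was 1.37 ± 0.935 (SD, n = 2), with 0.708 on plate 1 and 2.03 on plate 2. The parts were ordered by Cdkn1c so that the mean ratio is positive, so its sign was fixed in advance. The ratio is over 1 SD but under 2 SD with n = 2, and the parts were no longer the same cells. This test therefore does not decide the question. A hypothesis is that cluster 0 holds cells with more Cdkn1c and Pou3f1 but without the rise of Mbp seen in the pmSC-like class. Of the panel, Cdkn1c, Pou3f1, L1cam and Ncmap differed in the direction of that class and Mbp in the opposite one. Ngfr went in the direction of that class on both plates without passing the threshold. Top2a did not differ in that class, so the panel does not settle how these cells relate to it. These data cannot separate it from a difference in the response to dissociation, and no biological group of the design bears on it.

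Of the 8 dissociation response genes, 6 were lower in the pmSC-like class than in cluster 0 on both plates. Only the panel was left out of the clustering and Atf3 led the genes of cluster 0, so these genes may have helped to form the classes, and their tests are given from cross-fitting. There Fos took 1802 ± 0.443 against 4850 ± 272 CPM. Fos, Ier2 and Egr1 differed over all genes (edgeR adjusted p 0.00415, 0.0085 and 0.0395), and Fosb, Junb, Atf3, Hspa1a and Hspa1b did not (0.0553, 0.19, 0.478, 1 and 0.929). Fewer reads per cell are argued against, since the median reads per cell of the pmSC-like class were 2.07% ± 0.721 above those of cluster 0 (SD, n = 2). Cells of both classes came from the same pools and plates, so the classes were handled together. Whether the lower levels reflect a weaker response of these cells or another difference between the classes was not tested.

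Fewer than 50% of cells had Y-linked reads although each plate pooled both sexes. Sets of autosomal genes matched to the level of the Y-linked genes in male cells, with 50% of cells taken as male, predicted 20% on average. The 95% range over 1000 sets was 12.5 to 31.2% on plate 1 and 15 to 35.6% on plate 2, which covers the observed 26.5% and 22.8%. Missed transcripts could therefore account for the low share, and the share of male cells cannot be told apart from detection here.

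For the 49 genes over 2-fold apart between the plates, a few cells with most of the reads are argued against as the common cause. The top 1% of cells held a median of 18.9% of a gene's reads, against 17.5% for genes matched on level. Among the genes named, Cxcl10 and Snrnp200, with 60.5% and 40.1% of their reads in 3 cells of plate 1, are exceptions. Different numbers of proliferating cells are argued against too, since 41 of the 49 genes stayed apart without the prol. SC-like class. Hist1h2bf was higher on plate 1 and Hist1h2bg on plate 2, and 5 Hist1h2b genes with at least 10 CPM summed to 921 and 703 CPM, so the lower level of Hist1h2bf on plate 2 was not made up by the other copies. Reads shared between near-identical copies remain an open explanation for part of it, as does a difference between the pools of mice, which cannot be told apart from the plate.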
